# Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration

**DOI:** 10.1016/j.dib.2022.108569

**Published:** 2022-09-02

**Authors:** Xuelong Wang, Huiping Guo, Feifei Yu, Hui Zhang, Ying Peng, Chenghui Wang, Gang Wei, Jizhou Yan

**Keywords:** H3K9ac, H3K9me3, RNA-seq, ChIP-seq, Epigenetics, Blastema

## Abstract

Acetylation and tri-methylation of histone H3 lysine 9 (H3K9ac and H3K9me3) play an interactive regulatory role in the epigenetic regulation of gene expression during heart development and cardiovascular disease, but little is known about their possible role in heart regeneration. Here we utilized genome-wide high-throughput RNA sequencing (RNA-seq) and chromatin immunoprecipitation with high-throughput sequencing (ChIP-seq) for H3K9ac and H3K9me3, carried out on regenerative cardiac tissues at different days post amputation in zebrafish (*Danio rerio*) to investigate dynamic changes in gene expression and the epigenetic landscape of H3K9ac and H3K9me3. The STAR, Bowtie2, MACS2, and deepTools2 were mainly used for RNA-Seq or ChIP-seq data analysis. In this article, we present detailed information on experiment design, data generation, quality assessment and processing pipeline. Raw reads of the RNA-seq and ChIP-seq data have been deposited at the NCBI GEO repository with the accession number GSE158104. Our data will be a valuable resource for the elucidation of H3K9ac and H3K9me3 involvement in the regulation of gene transcription during cardiac regeneration.

**Specifications Table**

**Table:** 

Subject	Molecular Biology
Specific subject area	Epigenetics
Type of data	Tables
How data were acquired	Library construction of RNA-seq, H3K9ac and H3K9me3-based chromatin immunoprecipitation (ChIP), followed by sequencing and bioinformatics.
Data format	Raw
Description of data collection	The RNA and ChIP-DNA were isolated from regenerative cardiac tissue at 0, 6, 9 days post amputation (dpa) in zebrafish. Sequencing of RNA-seq and ChIP-seq libraries was performed on the Illumina HiSeq 2500 platform with 2 × 150 bp paired-end reads. On average, 25-30 million raw paired reads were obtained for each sample of RNA-seq library, and on average, 30-50 million paired-end reads were obtained for each sample of ChIP-seq library using Illumina stranded sequencing.
Data source location	Department of Developmental Biology, Institute for Marine Biosystem and Neurosciences, Shanghai Ocean University, China
Data accessibility	Raw and processed data of RNA-seq and ChIP-seq has been deposited at the NCBI GEO repository under the accession number GSE158104 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158104).
Software and programs	FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), STAR [1], Cufflink [2], SAMtools [3], Bowtie2 [4], MACS2 [5], deepTools2 [6].
Related research article	Wang, X., Guo, H., Yu, F., Zhang, H., Peng, Y., Wang, C., Wei, G., & Yan, J. Keratin5-cytoskeleton-BMP4 network regulates cell phenotype conversions during cardiac regeneration. Experimental Cell Research, 2022, 418(1), 113272. DOI: https://doi.org/10.1016/j.yexcr.2022.113272

## Value of the Data

• Our data represents valuable and unique insight into histone modifications, including H3K9ac and H3K9me3, as well as differential gene expression during cardiac regeneration at 0 dpa, 6 dpa and 9 dpa in zebrafish.
• The reported dataset is the combined data on ChIP-seq for H3K9ac and H3K9me3 and RNA-seq, which allows tracing the relations between characteristics of H3K9as and H3K9me3 signals, as well as mRNA expression at the level of individual genes, providing a valuable resource for regeneration researchers.
• The sequencing data could be used to examine the impact of acetylation and tri-methylation of histone H3 lysine 9 in individual nucleosomes on the expression efficiency of the corresponding gene during cardiac regeneration, and facilitates the molecular understanding of heart regeneration-related genes.

## 1 Data Description

This article reports the sequence data of mRNA and ChIP for H3K9ac and H3K9me3 from the regenerative cardiac tissues at 0, 6 and 9 days post amputation in zebrafish. 

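RNA from the newly regenerated heart tissue of zebrafish at 0, 6 and 9 days post amputation (dpa) was sequenced in 2 libraries per time point, 6 libraries in all. The authors aligned the reads to danRer10 with STAR and converted them with Cufflinks to FPKM, the fragments per kilobase of transcript scaled by the mapped fragments of the library. The paper's text does not name the version of either tool or the gene annotation. The authors' table gives 1 FPKM value per library for each of 15268 genes, listed by symbol without coordinates. Of these genes, 1520 were at 0 in every library. The libraries held between 25509314 and 28564974 read pairs, with a median of 25754947.5 at 0 dpa, 27319673.5 at 6 dpa and 26636025 at 9 dpa. FPKM values do not carry the read count behind them, so the counting error of a single value is not known and no interval is given. Expression was compared between time points with limma on log2(FPKM + 1), in a single fit of the 6 libraries with 3 residual degrees of freedom. The fit covered the 9363 genes with an average FPKM of at least 3 in at least 1 time point. A gene was called differentially expressed by the study's 3 criteria: an unadjusted P value under 0.05, a fold change of at least 1.5 either way, and an average FPKM of at least 3 in at least 1 of the groups compared. Limma took the place of edgeR because edgeR models read counts. Benjamini-Hochberg adjusted p-values are given beside the study's criteria. An exact permutation test of 2 libraries against 2 has 3 splits and cannot give a p-value below 0.333, so single genes were tested with limma only.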

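The distance between the libraries of a time point was measured across genes, which are not independent replicates. Pearson's r of log2(FPKM + 1) over the 9363 fitted genes was 0.926 between the replicates at 0 dpa, 0.950 at 6 dpa and 0.972 at 9 dpa. Over all genes without the FPKM filter, the value at 0 dpa was 0.955. The standard deviation of the log2 difference between replicates was 0.80 at 0 dpa, 0.59 at 6 dpa and 0.47 at 9 dpa. Replicate 1 at 0 dpa lay closer to both libraries of 9 dpa, with r of 0.942 and 0.931, than to replicate 2 at 0 dpa. The replicates also differed in whole groups of genes, measured on 14 lists of genes by cell type or process at each of the 3 time points. At 0 dpa, 26 of 28 macrophage and neutrophil genes were higher in replicate 2, with a median log2 ratio of 2.62 between the replicates. Of 26 cell cycle genes, 25 were higher in replicate 2 at 0 dpa (median log2 ratio 1.25) and 0 were higher in replicate 2 at 6 dpa (median log2 ratio -1.20). At 6 dpa, 15 of 16 epidermal genes other than keratins were higher in replicate 2, with a median log2 ratio of 2.93. The labels and the paper name no sequencing batch for the RNA libraries.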

Two biological replicates were done for each RNA sample, and ChIP-seq experiments were conducted without biological replicates. The raw data (fastq files) has been deposited at the NCBI GEO repository under the accession number GSE158104 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158104). The quality of raw sequencing reads, including basic statistics, per base sequence quality and content, adapter content, was evaluated using FastQC. 

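The FastQC reports in the paper's supplement count the read pairs of each RNA library and list any sequence that makes up an unusually large share of the reads. GC content was 46 or 47% in the 6 RNA libraries. The paper's reports list no over-represented sequence for 5 of them. For 6 dpa replicate 2 they list 5 sequences that matched no entry of FastQC's contaminant list, in 199127 of the first reads (0.697%) and 192638 of the second reads (0.674%). These sequences were not aligned here, so transcripts of the tissue itself, haemoglobin included, are not excluded as their source. In the FPKM table, the 10 most abundant genes held 15.5% of the summed FPKM in that library and between 16.0 and 22.9% in the other 5 libraries.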

The HTML output files of FastQC are provided as supplementary materials. Detailed information on mRNA sequencing data is summarized in Table 1 and the ChIP sequencing data for H3K9ac and H3K9me3 are summarized in Tables 2 and 3, respectively.

**Table 1:** Statistics: RNA-seq data of cardiac regeneration in zebrafish

RNA-seq samples	0dpa_rep1	0dpa_rep2	6dpa_rep1	6dpa_rep2	9dpa_rep1	9dpa_rep2
Number of input reads	26000581	25509314	26074373	28564974	25861288	27410762
Uniquely mapped reads number	22787288	23142429	23295067	25130009	23282152	24657314
Uniquely mapped reads %	87.64%	90.72%	89.34%	87.97%	90.03%	89.95%
Mismatch rate per base, %	0.58%	0.60%	0.60%	0.63%	0.64%	0.60%
Number of reads mapped to multiple loci	1813298	935344	1277636	1805766	1095297	1111390
% of reads mapped to multiple loci	6.97%	3.67%	4.90%	6.32%	4.24%	4.05%

**Table 2:** Statistics: ChIP-seq data for H3K9ac of cardiac regeneration in zebrafish

ChIP-seq samples	H3K9ac_0dpa	H3K9ac_6dpa	H3K9ac_9dpa
Number of input reads	38027847	30388283	40542596
aligned concordantly exactly 1 time	25003706 (65.75%)	19840450 (65.29%)	26102930 (64.38%)
aligned concordantly >1 times	7722612 (20.31%)	6377034 (20.99%)	8150424 (20.10%)
overall alignment rate	90.81%	90.91%	89.46%

**Table 3:** Statistics: ChIP-seq data for H3K9me3 of cardiac regeneration in zebrafish

ChIP-seq samples	H3K9me3_0dpa	H3K9me3_6dpa	H3K9me3_9dpa
Number of input reads	34407755	50182174	40891425
aligned concordantly exactly 1 time	10417534 (30.28%)	24916143 (49.65%)	22109776 (54.07%)
aligned concordantly >1 times	5114316 (14.86%)	10671763 (21.27%)	9309377 (22.77%)
overall alignment rate	50.12%	75.62%	82.68%

## 2 Experimental Design, Materials and Methods

### 2.1 RNA isolation, library preparation and sequencing

Total RNAs were isolated from the newly regenerated heart tissues of zebrafish at 0 dpa, 6 dpa and 9 dpa using TRIzol Reagent (Invitrogen, USA) and further purified using RNeasy Mini Kit (Qiagen, Germany) and ran on Agilent Bioanalyzer 2100 to assess the sample integrity. The mRNA-seq library preparation from 1 μg of total RNA was performed with TruSeq RNA Sample Prep Kit (Illumina, USA) according to the manufacturer's instructions. The library fragments were purified with AMPure XP system (Beckman, USA) to select cDNA fragments of preferentially 250-300bp. All libraries were sequenced on the Illumina Hiseq 2500 (Novogene Biotech, China) for about 20-30 million paired-end reads with a fragment length of 150bp per sample. Raw data were deposited in the NCBI GEO repository under the accession number GSE158104 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158104).

### 2.2 Chromatin immunoprecipitation library construction and sequencing

Chromatin was prepared from the newly regenerated heart tissues of zebrafish at 0 dpa, 6 dpa and 9 dpa following the manual instruction of ChIP-IT High Sensitive Kit (Active Motif, belgium). For each sample, frozen tissue was cut into small pieces on dry ice and transferred to 1.5 ml tubes containing 2% (w/v) formaldehyde in PBS, and then cross-linked at room temperature for 20 min. Thereafter, fixed tissues were crushed in cold lysis buffer [10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl2 (Sangon Biotech, China), and 0.1% IGEPAL CA-630 (Sigma-Aldrich, USA)] on ice for 10-20 min to prepare nuclear extracts. Then sonication (Covaris S220, USA) was performed to shear the chromatin to 100-300 bp, and lysates were immunoprecipitated overnight at 4°C with protein A Dynabeads (Invitrogen, USA) coupled with 3-5 μg of antibody specific for H3K9ac or H3K9me3 (Abcam, USA). Recovered DNA was analyzed by quantitative PCR (ChIP-qPCR) and sequencing (ChIP-Seq). ChIP-DNA was purified using a QIAquick PCR Purification Kit (QIAGEN, Germany), ChIP-seq libraries were generated by ThruPLEX-FD Prep Kit (Rubicon, USA), and sequenced by Illumina Hiseq 2500 (Novogene Biotech, China) using the paired-end module and with 150 bp reads on each end. Raw data were deposited in the NCBI GEO repository under the accession number GSE158104 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158104).

### 2.3 RNA-seq data analysis

Processing of RNA-seq data was carried out as described previously [7,8]. The Illumina FASTQ output files of sequences were assessed for quality control using FastQC (version 0.11.6). The sequences were then aligned to the zebrafish genome build danRer10 genome using STAR aligner (https://github.com/alexdobin/STAR) [1]. The mapped reads were converted to FPKM (fragments per kilobase million reads) by running Cufflink tools [2] to quantify mRNA expression levels. 

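FPKM of at least 1 was reached by 9995 and 10142 genes in the replicates at 0 dpa, 10419 and 10683 genes at 6 dpa, and 10267 and 10162 genes at 9 dpa. With the minimum set to 3 the number lay between 8306 and 8900 genes, and with 0.1 between 11919 and 12532. The 5 genes with the highest mean FPKM over the 6 libraries were hbaa1, si:ch211-5k11.8, myl7, slc25a5 and gapdh. Myl7, a myosin light chain of cardiomyocytes, had an FPKM of 23844 ± 9279 (SD, n = 2) at 0 dpa, 13654 ± 532 at 6 dpa and 18329 ± 726 at 9 dpa. The difference between 6 and 0 dpa was -0.75 on the log2 scale (standard error 0.30, limma adjusted p = 0.296), and it met the study's 3 criteria but not under 7 of the 10 other settings tried, such as with haemoglobin genes taken out and the libraries rescaled to the same sum (-0.41). Without 0 dpa replicate 1 the difference was -0.34, under the 1.5-fold limit, and without 0 dpa replicate 2 it was -1.16. Slc25a5, gapdh and si:ch211-5k11.8 differed between no time points by the 3 criteria in the fit of all 6 libraries. The haemoglobin genes, 12 of which are in the table, held 8.82 and 7.77% of the summed FPKM at 0 dpa, 2.71 and 2.71% at 6 dpa, and 10.3 and 9.12% at 9 dpa. These shares rest on genes listed at 0 in some libraries. Hbaa1, the gene with the highest mean, had an FPKM of 67806 and 38020 at 0 dpa and 86447 and 66099 at 9 dpa, and is listed at 0 in both libraries of 6 dpa. Ba1 had 28924 and 16543 at 0 dpa and is listed at 0 in the 4 libraries of 6 and 9 dpa. Mb, which encodes myoglobin, had 29610 and 19308 at 0 dpa and 20788 and 17856 at 6 dpa, and is listed at 0 in both libraries of 9 dpa. No fold change is given against a group at 0. Hbaa2 had an FPKM of 4845 ± 784 (SD, n = 2) at 0 dpa, 7683 ± 292 at 6 dpa and 4964 ± 1059 at 9 dpa, and hbba2 had 6896 ± 1407, 10304 ± 2606 and 7684 ± 2125. Ba1l had 6783 ± 756, 4303 ± 3668 and 8798 ± 2902. The other haemoglobin genes had an FPKM of at most 341.8, and hbae3 was at 0 in all libraries. Reads can be shared between these paralogs, and how the authors' quantification divided them is not known. The symbol si:ch211-5k11.8 is a RefSeq synonym of a haemoglobin gene; with it included, the haemoglobin share was 10.6% at 0 dpa, 4.88% at 6 dpa and 12.9% at 9 dpa. Of this enlarged set, the genes above 0 in every library, si:ch211-5k11.8 among them, held 3.96, 4.88 and 5.38% on average. Si:ch211-5k11.8 was not among the genes taken out where the libraries were rescaled without haemoglobin genes.

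**Figure D1:**
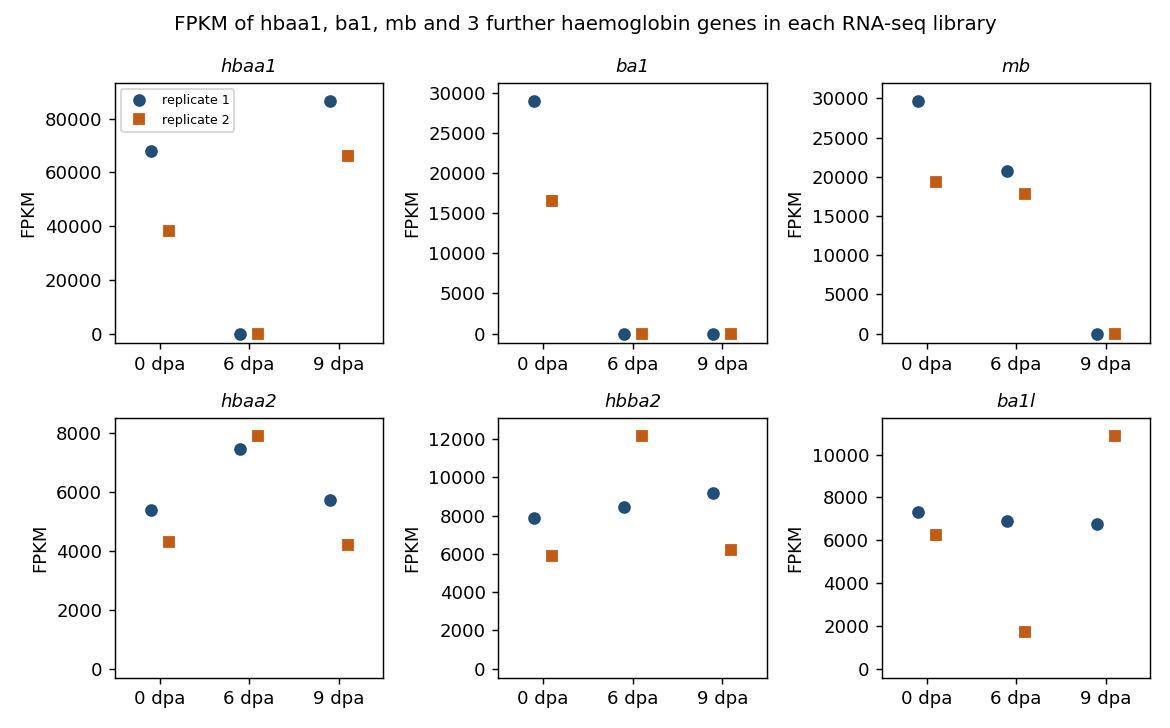
FPKM (linear axis) of hbaa1, ba1, mb, hbaa2, hbba2 and ba1l in each RNA library at 0, 6 and 9 dpa; circles are replicate 1 and squares replicate 2. Both libraries of hbaa1 are at 0 at 6 dpa, those of ba1 at 6 and 9 dpa and those of mb at 9 dpa, while hbaa2, hbba2 and ba1l are above 0 in all 6 libraries.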

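By the study's 3 criteria with limma, 1426 of 9275 genes tested differed between 6 and 0 dpa (729 higher and 697 lower at 6 dpa). Between 9 and 0 dpa 1131 of 9015 genes differed (615 higher and 516 lower at 9 dpa), and between 9 and 6 dpa 312 of 9157 (182 higher and 130 lower at 9 dpa). An unadjusted P value under 0.05 was reached by 1440, 1152 and 320 genes in these comparisons, where chance alone would give 463.8, 450.8 and 457.9. The 320 genes between 9 and 6 dpa come from a spread estimated over all 3 time points, and in a fit of the 4 libraries of 9 and 6 dpa alone, 721 genes reached it and 613 met the 3 criteria. The same spread serves the comparisons with 0 dpa, whose replicates lay farthest apart. In fits of the compared groups alone, 1147 genes met the 3 criteria between 6 and 0 dpa and 962 between 9 and 0 dpa. With a Benjamini-Hochberg adjusted p-value under 0.05 in place of the unadjusted one, 66, 33 and 3 genes remained in the fit of all 6 libraries. The count of 1426 moved most with the haemoglobin genes removed and each library rescaled to the same sum, to 2093 genes (1750 higher and 343 lower). The count of 66 moved most without the FPKM filter, to 11. Of the 8927 genes tested in both comparisons with 0 dpa, 794 were called in both, all 794 in the same direction. Both comparisons use the same 0 dpa libraries, and in 100 simulations of unchanged groups sharing a control, a mean of 102 genes (72 to 124) were called in both. A mean of 99.7 genes (72 to 120) were called in both in the same direction there. The shared direction alone is therefore no evidence of a change. The simulations drew genes independently and gave all libraries of a gene the same spread, while the 0 dpa replicates lay farthest apart. A control with a wider spread was not simulated. How far 794 exceeds the overlap expected without a change is thus not known. The genes named here follow a rule set before the data were examined, the largest changes past the adjusted p-value in each direction with no overlap between the libraries compared. Nfil3-2 had an FPKM of 1.07 ± 0.17 (SD, n = 2) at 0 dpa, 22.5 ± 12.2 at 6 dpa and 30.7 ± 1.58 at 9 dpa. Its log2 fold change was 3.40 at 6 dpa (standard error 0.36, adjusted p = 0.0119 from limma; 0.00875 to 0.0893 over the settings tried) and 3.94 at 9 dpa (adjusted p = 0.00702; 0.00233 to 0.072). Asb15b rose from 1.32 ± 0.0475 to 18.4 ± 8.23 and 24.3 ± 0.139. Its log2 fold changes were 2.99 (limma adjusted p = 0.0119, 0.00875 to 0.0866 over the settings) and 3.44 (adjusted p = 0.00702, 0.00497 to 0.0718). Nfil3-5 rose by 3.53 on the log2 scale at 9 dpa (standard error 0.43, adjusted p = 0.0253; 0.0151 to 0.12 over the settings). Hspb6 fell from 925 ± 220 at 0 dpa to 66.7 ± 14.2 at 6 dpa and 138 ± 60.1 at 9 dpa, with log2 fold changes of -3.77 (standard error 0.39, adjusted p = 0.0119; 0.0106 to 0.0635) and -2.78 (adjusted p = 0.0401; 0.0318 to 0.127). Nr1d1 fell from 51.4 ± 5.39 to 3.33 ± 0.811 at 6 dpa and 2.25 ± 0.34 at 9 dpa. Its log2 fold changes were -3.61 (standard error 0.25, adjusted p = 0.00208) and -4.01 (adjusted p = 0.00122), and they passed the adjusted threshold under each setting of the fit tried, with p-values up to 0.0314 and 0.029. Hbaa1, ba1 and mb also pass, each with a group listed at 0. Bmf1 is listed at 0 in both libraries of 0 dpa and had an FPKM of 6.23 ± 0.492 (SD, n = 2) at 6 dpa.
Between 9 and 6 dpa, 3 genes passed the adjusted p-value, hbaa1, mb and fkbp5. Fkbp5 had an FPKM of 511 ± 112 (SD, n = 2) at 0 dpa, 42.8 ± 4.06 at 6 dpa and 381 ± 5.41 at 9 dpa, a log2 fold change of 3.13 between 9 and 6 dpa (standard error 0.30, limma adjusted p = 0.0247; 0.00987 to 0.143 over the settings). The largest other changes between 9 and 6 dpa by the 3 criteria rested on single libraries. Hbae1 had an FPKM of 341.8 in 9 dpa replicate 1 and 22.0 in replicate 2, and ponzr3 had 87.9 in 6 dpa replicate 2 and 2.01 in replicate 1 and is listed at 0 at 9 dpa. A gene with only a clone-based zgc symbol had 257.9 and 7.48 in these libraries of 6 dpa. The paper states that its data give insight into differential gene expression during cardiac regeneration at these time points, and its text names no gene that differed.

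**Figure D2:**
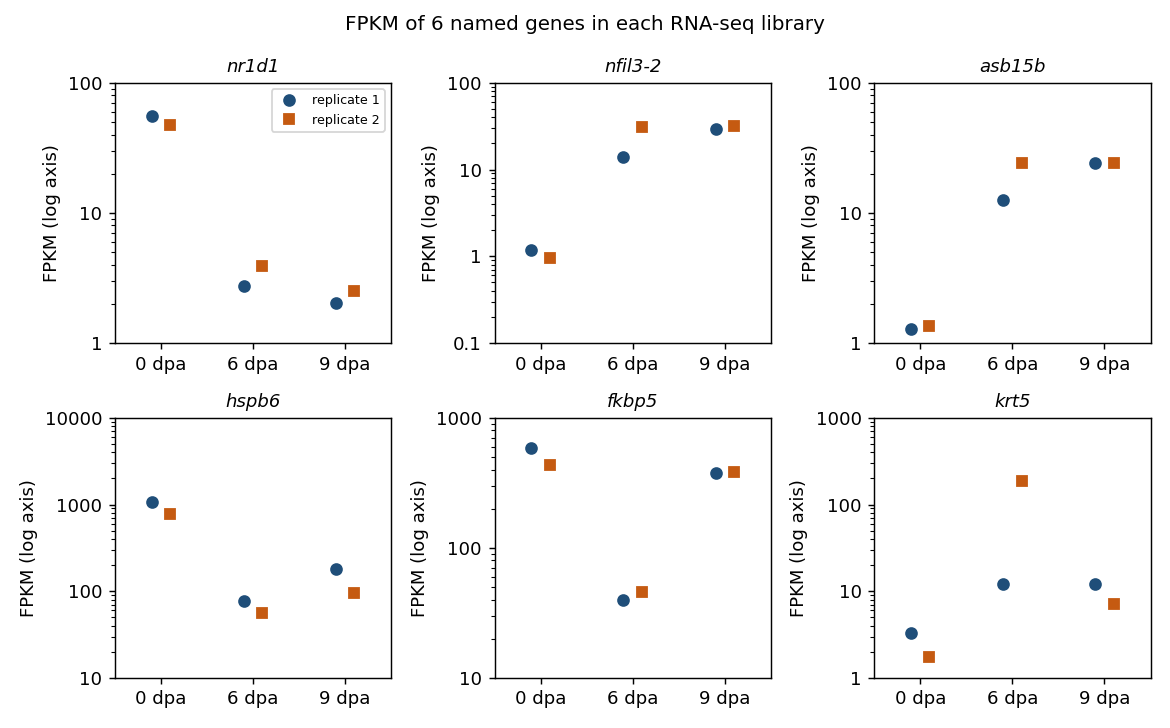
FPKM (log axes) of nr1d1, nfil3-2, asb15b, hspb6, fkbp5 and krt5 in each RNA library at 0, 6 and 9 dpa; circles are replicate 1 and squares replicate 2. Nr1d1 and hspb6 are lower, and nfil3-2 and asb15b higher, in every library of 6 and 9 dpa than in those of 0 dpa; the krt5 value of 6 dpa replicate 2, 186.8, lies far above that of replicate 1, 12.04.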

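Krt5 and bmp4 are the genes in the title of the related research article. Krt5 had an FPKM of 3.30 and 1.73 in the libraries of 0 dpa, 12.04 and 186.8 at 6 dpa, and 12.3 and 7.04 at 9 dpa. Between 6 and 0 dpa its log2 fold change was 3.85 (standard error 1.04, limma adjusted p = 0.138; 0.111 to 0.28 over the settings tried), which met the study's 3 criteria but not the adjusted threshold. Without 6 dpa replicate 2 it was 1.93, and without 6 dpa replicate 1 it was 5.78. Between 9 and 0 dpa the log2 fold change of krt5 was 1.59 (adjusted p = 0.578). Bmp4 had an FPKM of 2.79 ± 1.33 (SD, n = 2) at 0 dpa, 1.22 ± 0.414 at 6 dpa and 1.80 ± 0.981 at 9 dpa, below the average FPKM of 3 that the criteria ask for, and was not tested.
For groups of genes, 14 lists fixed before the data were examined were tested in the 3 comparisons with limma's fry, 42 tests adjusted together. Only the haemoglobin list passed, as lower at 6 than at 0 dpa (adjusted p = 0.016, 5 of 9 genes lower), lower at 9 than at 0 dpa (adjusted p = 0.0496, although 6 of 9 genes were higher) and higher at 9 than at 6 dpa (adjusted p = 0.0496, 6 of 9 genes higher). These calls rest on hbaa1 and ba1, the genes listed at 0: without the genes listed at 0 no list passed. With camera at a preset correlation of 0.01, 26 of the 42 tests passed, of which the 2 on haemoglobin hold under fry and 0 under camera with an estimated correlation. The lists that follow therefore did not pass by fry. Each median log2 fold change from 0 dpa is given with its lowest and highest value when 1 of the libraries compared was left out. Extracellular matrix genes had a median of 1.36 at 6 dpa (12 of 15 genes higher, fry adjusted p = 0.355), from 0.88 without 6 dpa replicate 1 to 1.84 without 6 dpa replicate 2, and of 1.199 at 9 dpa (12 of 15), from 0.87 to 1.55. Epicardial genes had medians of 1.15 and 0.89 (8 of 11 genes higher at each time point), from 0.88 to 1.43 at 6 dpa and at 9 dpa from 0.46 without replicate 2 to 1.23 without replicate 1. Cell cycle genes had medians of 0.95 (26 of 26 higher) and 0.72 (25 of 26). These were 0.29 and 0.21 without 0 dpa replicate 1 and 1.59 and 1.36 without 0 dpa replicate 2, and the first was 0.32 without 6 dpa replicate 1 and 1.52 without 6 dpa replicate 2. Red blood cell genes other than haemoglobin had medians of 0.71 and 0.80 (14 of 15 higher at each), which were 1.36 and 1.33 without 0 dpa replicate 1, and the lowest were 0.54 and 0.74. Keratin genes had medians of 1.07 and 0.69 (9 of 10 higher at each), with 0.53 and 0.30 without 0 dpa replicate 2 as the lowest and 1.54 and 1.01 without 0 dpa replicate 1 as the highest. At 6 dpa the median was 0.59 without 6 dpa replicate 2. With all libraries but without the FPKM filter, the keratin medians were lower, 0.40 (16 of 19 higher) and 0.17 (12 of 19). BMP signalling genes had medians of -0.38 (2 of 18 higher) and -0.44 (3 of 18), which were -0.13 and -0.24 without 0 dpa replicate 1 and -0.49 and -0.64 without 0 dpa replicate 2. Without 9 dpa replicate 2 the second was -0.28. Rescaling without haemoglobin, which moves the median of all genes to 0.32 at 6 dpa, gave -0.06 there with 7 of 18 higher. Enzymes and readers of H3K9ac and H3K9me3 had medians of 0.35 (21 of 24 higher) and 0.20 (18 of 24). Without 0 dpa replicate 2 these were 0.20 and 0.06, and the second was 0.06 without 9 dpa replicate 1 and 0.33 without 9 dpa replicate 2. This list passed fry between 6 and 0 dpa only under median-ratio scaling (adjusted p = 0.0314, and up to 0.510 by fry under the other settings). Camera gave adjusted p-values of 0.00397 with the preset correlation and 0.625 with the estimated one.
The direction or size of other lists depended on single libraries. Macrophage and neutrophil genes had medians of 0.61 at 6 dpa (24 of 28 higher) and -0.28 at 9 dpa (11 of 28). Without 0 dpa replicate 1 these were -0.85 and -1.71, and without 0 dpa replicate 2 they were 1.89 and 1.01. Genes of mitochondrial oxidation had medians of -0.38 at 6 dpa (1 of 21 higher) and 0.13 at 9 dpa (16 of 21), which were 0.10 and 0.58 without 0 dpa replicate 1 and -0.85 and -0.36 without 0 dpa replicate 2. The median at 6 dpa was -0.04 with 10 of 21 higher after rescaling without haemoglobin. Between 9 and 6 dpa the same genes had a median of 0.58 (21 of 21 higher, adjusted p = 0.501), from 0.53 to 0.64 with any library left out. Genes of the working myocardium had medians of -0.54 (2 of 20 higher) and -0.06 (6 of 20), which were -0.05 and 0.43 without 0 dpa replicate 1 and -0.93 and -0.55 without 0 dpa replicate 2. After the same rescaling the medians were -0.20 (3 of 20 higher) and 0.10 (12 of 20). Liver genes had medians of -0.28 (4 of 10) and -1.19 (2 of 10), which were 0.50 and -0.14 without 0 dpa replicate 1 and -0.65 and -1.99 without 0 dpa replicate 2, and the first was 0.20 under median-ratio scaling. The liver medians were -0.06 (9 of 24 higher) and -0.28 (5 of 24) without the FPKM filter. Fast skeletal muscle genes had medians of 1.103 (9 of 14) and 0.27 (10 of 14). At 6 dpa the median went from 0.54 without 6 dpa replicate 2 to 1.61 without 6 dpa replicate 1, and at 9 dpa from -0.03 without 9 dpa replicate 1 to 1.09 without 0 dpa replicate 1. The skeletal muscle medians were 0.62 (15 of 21 higher) and 0.21 (14 of 21) without the FPKM filter. Epidermal genes other than keratins had medians of 1.38 (13 of 16) and -0.35 (6 of 16). At 6 dpa the median went from 0.27 without 6 dpa replicate 2 to 2.502 without 6 dpa replicate 1, and at 9 dpa from -0.53 without 9 dpa replicate 1 to -0.09 without 0 dpa replicate 2. Over the 13 lists other than haemoglobin, 31 of 227 genes tested at 6 dpa and 22 of 204 at 9 dpa had an adjusted p-value under 0.05 adjusted over the list alone, against 3 and 1 when adjusted over all genes tested.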

Differential expression genes (DEGs) were filtered for a P value < 0.05, the absolute value of fold change (FC) >= 1.5 and the average FPKM >= 3 in at least one of the two groups based on R package edgeR. SAMtools [3] was used to filter paired reads and remove duplicate reads from mapped BAM files and converted into BigWig format using “bamCoverage” script from deepTools 2.0 [6]. Descriptive statistics on the RNA-seq data of the 6 samples are provided in Table 1.

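Multi-mapped reads can be divided between paralogs, so the paper's percentages of reads mapped to multiple loci were set against the haemoglobin share of each of the 6 RNA libraries. Pearson's r was -0.321 (exact permutation p = 0.532, 720 permutations, two-sided) and Spearman's rho was -0.314 (exact permutation p = 0.564). Without the 2 libraries farthest from the median haemoglobin share, which are both libraries of 6 dpa, Pearson's r was 0.0459. No relation was detectable over 6 libraries, and the 2 libraries of each time point are too few for a value within time points.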

### 2.4 ChIP-seq data analysis

Raw ChIP-seq data were assessed for quality control using FastQC (version 0.11.6). The sequenced reads were then trimmed and aligned to zebrafish genome build danRer10 genome using Bowtie2 aligner [4] with parameters -X 1000 -5 1 -3 70. Duplicate reads were removed and BAM files were generated with SAM tools. The module “callpeak” in MACS2 (Model-based Analysis for ChIP Sequencing v2.0) [5] was used to identify regions of ChIP-seq enrichment over the background in an unbiased manner. For histone modification H3K9ac and H3K9me3 ChIP-seq data, the parameters were modified to facilitate accurate detection of broad peaks with –broad –broad-cutoff 1E-3 -p 1E-5. For normalization and visualization, the filtered, sorted BAM files were converted to BigWig format using the “bamCoverage” scripts in deepTools v2.0 [6] with parameters -bs 20 –normalizeUsing RPKM. Descriptive statistics on the ChIP-seq data of the 6 samples are given in Table 2 and Table 3.

## Ethics Statements

All zebrafish were reared and used for the experiments in accordance with the Animal Care and Use Committee guidelines of Shanghai Ocean University (SHOU-DW-2012-082).

## CRediT authorship contribution statement

**Xuelong Wang:** Conceptualization, Formal analysis, Methodology, Investigation, Visualization, Writing – review & editing. **Huiping Guo:** Formal analysis, Methodology, Investigation, Writing – review & editing. **Feifei Yu:** Formal analysis, Methodology, Investigation. **Hui Zhang:** Methodology, Investigation. **Ying Peng:** Methodology, Investigation. **Chenghui Wang:** Investigation, Funding acquisition, Writing – review & editing. **Gang Wei:** Investigation, Funding acquisition, Writing – review & editing. **Jizhou Yan:** Conceptualization, Formal analysis, Funding acquisition, Writing – review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration in zebrafish (Original data) (NCBI GEO repository).

## References

[1] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[2] Trapnell C., Roberts A., Goff L.A., Pertea G., Kim D., Kelley D.R., Pimentel H., Salzberg S.L., Rinn J.L., Pachter L. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[3] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., Genome S. (2009). Project Data Processing, The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[4] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[5] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., Nusbaum C., Myers R.M., Brown M., Li W., Liu X.S. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[6] Ramirez F., Dundar F., Diehl S., Gruning B.A., Manke T. (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[7] Wang X., Yan J., Shen B., Wei G. (2021). Integrated Chromatin Accessibility and Transcriptome Landscapes of Doxorubicin-Resistant Breast Cancer Cells. Front. Cell Dev. Biol..

[8] Wang X., Guo H., Yu F., Zhang H., Peng Y., Wang C., Wei G., Yan J. (2022). Keratin5-cytoskeleton-BMP4 network regulates cell phenotype conversions during cardiac regeneration. Exp. Cell Res..

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_0dpa\_rep1\_R1.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_0dpa\_rep1\_R1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_0dpa\_rep1\_R1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 26000581 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 47 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_0dpa\_rep2\_R1.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_0dpa\_rep2\_R1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_0dpa\_rep2\_R1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 25509314 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 46 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_0dpa\_rep1\_R2.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_0dpa\_rep1\_R2.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_0dpa\_rep1\_R2.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 26000581 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 47 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_0dpa\_rep2\_R2.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_0dpa\_rep2\_R2.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_0dpa\_rep2\_R2.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 25509314 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 46 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_6dpa\_rep1\_R1.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_6dpa\_rep1\_R1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_6dpa\_rep1\_R1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 26074373 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 46 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_6dpa\_rep1\_R2.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_6dpa\_rep1\_R2.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_6dpa\_rep1\_R2.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 26074373 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 46 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_6dpa\_rep2\_R1.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_6dpa\_rep2\_R1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_6dpa\_rep2\_R1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 28564974 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 47 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| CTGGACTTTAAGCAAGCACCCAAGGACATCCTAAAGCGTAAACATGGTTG | 47879 | 0.16761436576136915 | No Hit |
| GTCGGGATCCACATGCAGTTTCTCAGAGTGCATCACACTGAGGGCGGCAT | 42754 | 0.1496728125850911 | No Hit |
| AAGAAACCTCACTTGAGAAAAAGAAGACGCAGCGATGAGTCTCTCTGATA | 42604 | 0.1491476939555415 | No Hit |
| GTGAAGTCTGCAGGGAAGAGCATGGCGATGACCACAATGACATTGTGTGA | 36260 | 0.126938676716457 | No Hit |
| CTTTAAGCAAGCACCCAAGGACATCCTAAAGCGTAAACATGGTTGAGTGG | 29630 | 0.10372843329036463 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_6dpa\_rep2\_R2.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_6dpa\_rep2\_R2.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_6dpa\_rep2\_R2.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 28564974 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 47 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| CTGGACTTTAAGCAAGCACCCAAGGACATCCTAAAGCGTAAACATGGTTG | 48173 | 0.16864359827528638 | No Hit |
| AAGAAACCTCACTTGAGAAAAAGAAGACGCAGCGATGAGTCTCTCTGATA | 42254 | 0.1479224171532591 | No Hit |
| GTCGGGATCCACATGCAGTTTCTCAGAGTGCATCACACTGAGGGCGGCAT | 37481 | 0.13121314236099077 | No Hit |
| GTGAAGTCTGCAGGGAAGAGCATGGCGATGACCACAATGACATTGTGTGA | 35564 | 0.12450212627534687 | No Hit |
| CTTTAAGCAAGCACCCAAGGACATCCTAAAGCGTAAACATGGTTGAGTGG | 29166 | 0.10210406632962452 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Dataset for transcriptomic, H3K9ac and H3K9me3 profiles during cardiac regeneration
**Source:** Data Brief. 2022 Sep 2;45:108569. doi: 10.1016/j.dib.2022.108569
**Supplement:** Supplementary file 1

mRNA\_9dpa\_rep1\_R1.fastq.gz FastQC Report 

FastQC Report

周六 23 7月 2022  
mRNA\_9dpa\_rep1\_R1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | mRNA\_9dpa\_rep1\_R1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 25861288 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 151 |
| %GC | 46 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

No overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.8)

How the deposited data were processed for this re-analysis (not part of the article)

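The processed data used here are the authors' table of FPKM for 15268 genes in 6 RNA-seq libraries of regenerating zebrafish heart tissue, 2 replicates each at 0, 6 and 9 dpa. The authors aligned the reads to danRer10 with STAR and made FPKM with Cufflinks. No further scaling between libraries is stated, and the values were used as given. The ChIP-seq libraries for H3K9ac and H3K9me3 were not analysed here beyond the paper's Table 3 and FastQC reports. No genome sequence was used and no coordinates are given. Symbols were matched to RefSeq gene names, and 15072 of them (98.72%) had a match, 13871 as a current symbol and 1201 as a synonym only.

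Sequencing depth was between 25509314 and 28564974 read pairs per library, with a median of 26037477. FPKM carries no counts, so the precision of each value is known only from the spread between 2 replicates.

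The fit used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with time point as the only term, an empirical Bayes prior with a trend over expression, 3 residual degrees of freedom and a median of 4.66 prior degrees of freedom. It covered 9363 genes with an average FPKM of at least 3 in at least 1 time point. A gene counted as differentially expressed with a P value under 0.05, a fold change of at least 1.5 on the scale of the fit and an average FPKM of at least 3 in at least 1 of the groups compared. The adjusted count replaces the P value by a Benjamini-Hochberg adjusted one. The genes named were fixed by a rule set before the data were examined. For each comparison these are the 3 genes with the largest positive and the 3 with the largest negative log2 fold change that pass the criteria and the adjusted p-value with no overlap between groups, filled from the 3 criteria where fewer pass. To these come krt5 and bmp4, the 5 genes with the highest mean FPKM, the haemoglobin genes and the top gene of each list that passes. A gene listed at 0 in every library of a group gets no fold change.

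Gene lists were tested with limma's fry on the same fit. The 14 tested lists, written before the data were examined, cover haemoglobin, other red blood cell genes, working myocardium, mitochondrial oxidation, cell cycle, extracellular matrix, epicardium, macrophages and neutrophils, keratins, skin epithelium without keratins, BMP signalling, H3K9 enzymes and readers, skeletal muscle and liver. A list of ubiquitous genes served to look for values of 0: none of its 22 genes in the table was at 0 in any library. Another 5 lists were chosen after the first results were seen: clock genes seen among the named genes, clock genes that peak in the evening, clock genes that peak in the day, smooth muscle of the outflow tract, and thyroid. Differences of a list between libraries were compared with 10000 random lists of the same size, drawn from 20 bins of expression. The level of a list in a library of 6 or 9 dpa was also set against the higher of the 0 dpa libraries for each gene, with a median log2 ratio of at least 1 counted as above it. That minimum was chosen after the values were seen.

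The fit was run under 11 settings and the list test under 2 more, camera with a preset and with an estimated correlation. Set before the data were examined were a pseudocount of 0.1, no FPKM filter, an average FPKM of at least 1, median-ratio scaling, rescaling without haemoglobin (the genes of the haemoglobin list removed and every library brought to the same sum of FPKM), fits of the compared groups only, a term for the replicate number, no trend, camera with a preset correlation of 0.01 and leaving out each library in turn. Si:ch211-5k11.8 is not on the haemoglobin list and was kept in the rescaling. Chosen after the data were seen were leaving out genes over 1000 FPKM in one library and listed at 0 in another, the replicate term with median-ratio scaling, camera with an estimated correlation, the haemoglobin share with si:ch211-5k11.8, and the haemoglobin share of genes above 0 in all libraries, si:ch211-5k11.8 included. Where a library is left out, a group has 1 library, and values are given without a test.

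The procedure was tested on simulated data with 200 changed genes, drawn from the more abundant ones. At a change of 2-fold it called 158 of them by the 3 criteria, with 393 false calls, and 0 by the adjusted p-value. At 4-fold it called 197 with 397 false calls, and 188 by the adjusted p-value with 21 false calls. At 8-fold the adjusted p-value called 197 with 25 false calls, so the share of false calls was above 5%. With fry, a simulated list shifted by 1 on the log2 scale had an adjusted p-value of 0.021 and 0 of 19 unshifted lists passed. All genes were simulated independently of each other, whereas genes of some lists moved together between replicates in the data. The simulation therefore does not give the power of fry for the lists tested.

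Correlations, permutations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The haemoglobin paralogs share sequence, and the division of their reads among hbaa1, hbaa2, ba1, ba1l and the others is uncertain in every value given for them.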

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

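The comparison of 9 with 6 dpa for fkbp5, hbaa1 and mb is that of the main fit. The other tests in this part were chosen after the results were seen. So was the minimum of 1 on the log2 scale for the level of a list. For 14 lists in the 4 libraries of 6 and 9 dpa, 5 values exceeded the higher 0 dpa value by that minimum. With a minimum of 2, only the epidermal list would have passed.

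Genes outside those the paper discusses were above their level in both control libraries of 0 dpa. The median log2 ratio of extracellular matrix genes over the higher 0 dpa library was 1.63 in 6 dpa replicate 1 and 1.34 in 9 dpa replicate 2, against 0.67 and 0.64 in the other replicates of these time points. For epicardial genes it was 1.41 in 6 dpa replicate 1, 0.61 in 6 dpa replicate 2, 0.08 in 9 dpa replicate 1 and 0.90 in 9 dpa replicate 2. The epicardial list holds krt4 and krt5, which the keratin list holds too. In both controls, all 15 matrix genes and all 11 epicardial genes had an FPKM of at least 1. The rise thus differed between replicates of a time point. Whether it follows the time after amputation or the part of tissue dissected was not tested.

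Epidermal genes other than keratins had a median log2 ratio of 2.07 over the higher 0 dpa library in 6 dpa replicate 2, and -0.10, -0.62 and -0.82 in 6 dpa replicate 1 and the libraries of 9 dpa. Of the 16 genes, 6 had an FPKM of at least 1 in both 0 dpa libraries. The ratio of 6 dpa replicate 2 over replicate 1 was 2.93 on the log2 scale, with 15 of 16 genes higher and above the random lists of the same size and expression (percentile 100). Among the most abundant in that library were epcam at 60.7 FPKM, icn2 at 58.8 and anxa1c at 42.4, against 3.20, 2.35 and 2.00 in replicate 1. A candidate explanation is skin epithelium in the tissue of 6 dpa replicate 2. An epithelium that grew in this heart after the amputation stays open, as an untested biological difference between animals.

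Fast skeletal muscle genes had a median log2 ratio of 1.36 over the higher 0 dpa library in 6 dpa replicate 2, 0.19 in 6 dpa replicate 1, 0.31 in 9 dpa replicate 1 and -0.61 in 9 dpa replicate 2. Of the 14 genes, 10 had an FPKM of at least 1 in both 0 dpa libraries, and tpma is also in the list of the working myocardium. The epidermal genes rose in the same library. No explanation was tested for the skeletal muscle genes.

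Fkbp5 had a different change from 0 dpa at 9 dpa than at 6 dpa, by a test of the difference itself (adjusted p = 0.0247; log2 difference 3.13). The FPKM of fkbp5 was higher in 2 of 2 libraries of 9 dpa than in both of 6 dpa. The adjusted p-value was 0.0555 without the FPKM filter, 0.0741 without the genes listed at 0, 0.143 with the replicate term, 0.0961 with the replicate term and median-ratio scaling, and between 0.00987 and 0.0251 under the other settings. No technical explanation was tested for fkbp5.

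Hbaa1 and mb also differed between 9 and 6 dpa in their change from 0 dpa, each with an adjusted p of 6.44e-07, because hbaa1 is listed at 0 at 6 dpa and mb at 9 dpa. With ba1 these are the only genes over 1000 FPKM in one library and at 0 in another, out of 225 genes over 1000 FPKM. A loss of red blood cells at 6 dpa would lower their other genes by a similar factor, but these had a median log2 fold change of 0.71 (14 of 15 higher) and the lowest was -0.78. Reads assigned to other haemoglobin genes would raise those by the 6.62 percentage points of the summed FPKM that hbaa1 and ba1 held at 0 dpa, but the haemoglobin genes above 0 in all libraries, si:ch211-5k11.8 included, rose by 0.917 points. Both values argue against these explanations. A loss of cardiomyocytes at 9 dpa would lower the genes of the working myocardium as mb, but the lowest of their log2 fold changes was -0.82 and their median was -0.06. A quantification that wrote no estimate for some of the most abundant genes stays open. Hbaa1, mb and ba1 rank 1, 5 and 6 by highest value among 13748 genes, but other genes of that rank have values in every library. The over-represented sequences that FastQC lists for 6 dpa replicate 2 were not aligned here. Whether they come from hbaa1 or another haemoglobin gene was not tested, and would bear on the 0 of hbaa1 in that library. Without the alignments the explanation cannot be told apart from a true absence of these transcripts.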

How the results depend on the processing

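For the counts and other values that answer a comparison, 93 of 123 alternative values stayed within the limits set for a change, and 30 did not. For single genes and lists, 1299 of 1401 alternatives gave the same direction and side of the threshold or moved by less than the spread between replicates. The others were 38 without a test that moved, 35 stronger, 20 weaker and 9 reversed. Of the 35 stronger, 24 came from camera with a preset correlation. The cause of the changes was not tested except where stated.

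The number of genes with an adjusted p-value under 0.05 between 6 and 0 dpa, 66, was 11 without the FPKM filter, 101 rescaled without haemoglobin, 21 with the compared groups only, 12 with the replicate term, 37 without trend and 12 with the replicate term and median-ratio scaling. Between 9 and 0 dpa the number, 33, was 3, 21, 16 and 5 in the first 4 of these and 4 with the replicate term and median-ratio scaling. The fit of the compared groups only has fewer samples, and its own spread in place of the one shared by all time points. The replicates of 0 dpa lay farthest apart, so the shared spread can understate the error of the comparisons with 0 dpa. The fit without the filter tests more genes. The difference between replicates 2 and 1, correlated across genes from one time point to another, had Pearson's r of -0.085 for 0 and 6 dpa, 0.090 for 0 and 9 dpa and 0.0052 for 6 and 9 dpa. The replicate 1 libraries do share a feature of the lowest values, given among the other observations, and the fit has no replicate term because the paper states no pairing. Between 9 and 6 dpa, 3 genes passed, and 0 did after the genes listed at 0 were left out, where 317 had an unadjusted P value under 0.05 and the smallest adjusted p was 0.0741. The count by the 3 criteria kept within 1.5 times its value for 6 and 9 dpa against 0 dpa under every setting, and was 613 in place of 312 between 9 and 6 dpa with the compared groups only, where the genes with a P value under 0.05 were 721 in place of 320, above in place of below the 457.9 that chance gives. The number of genes with a 1.5-fold change in mean FPKM between 9 and 6 dpa, 1388, was 2109 with an average FPKM of at least 1, which adds genes. With each of the libraries compared left out in turn, the 1.5-fold counts rose from 2937 to between 3222 and 4028 for 6 against 0 dpa, from 2539 to between 2671 and 3473 for 9 against 0 dpa, and from 1388 to between 1786 and 1888 for 9 against 6 dpa.

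Rescaling without haemoglobin moved the median log2 fold change of all genes to 0.32 between 6 and 0 dpa, 0.12 between 9 and 0 dpa and -0.18 between 9 and 6 dpa. By the 3 criteria it gave 1750 genes higher and 343 lower, 964 higher and 358 lower, and 96 higher and 265 lower in these comparisons. This setting also brings the libraries to the same sum, and the sums of FPKM as deposited were 1330110 and 914654 at 0 dpa, 842513 and 803421 at 6 dpa, and 1056590 and 958048 at 9 dpa. A gene that rises by less than these medians there has not risen relative to the other genes.

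Of 42 list tests, 3 passed, all of the haemoglobin list. The number was 26 with camera at a preset correlation and 0 with an estimated one, 1 with an average FPKM of at least 1, 0 rescaled without haemoglobin, 1 with the compared groups only, 1 with the replicate term, 1 without trend and 0 without the genes listed at 0. The rescaling takes the haemoglobin list out.

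Replicate r at 0 dpa was 0.955 without the FPKM filter. The haemoglobin share with si:ch211-5k11.8 was 10.6, 4.88 and 12.9% at 0, 6 and 9 dpa, and over the genes of this enlarged set that are above 0 in all libraries 3.96, 4.88 and 5.38%. At 6 dpa it was 2.713% over genes with an FPKM of at least 1, a change beyond the very small replicate spread there.

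Reversed were the median log2 fold change of liver genes between 6 and 0 dpa, -0.28, which was 0.16 with an average FPKM of at least 1, 0.20 with median-ratio scaling, with and without the replicate term, and 1.37 rescaled without haemoglobin. That of the working myocardium between 9 and 0 dpa, -0.06, was 0.10 rescaled without haemoglobin. Between 6 and 0 dpa under the same rescaling, mb (-0.31) had 0.026 and gapdh (-0.12) 0.22. Hbae5 between 9 and 6 dpa, 0.013, was -0.0054 with median-ratio scaling, with and without the replicate term.

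FPKM carries no counts, so no limit of detection is given for genes listed at 0. With 2 libraries per group, leaving one out allows no test, and the call of a single gene was not checked this way.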

Other observations

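Of the tests in this part, the one on skin epithelium in krt5 over all time points was chosen before the data were examined. The others were chosen after, apart from a test on a difference in haemoglobin between the replicates of 6 dpa. The haemoglobin share was 2.71% in both, and red blood cell genes other than haemoglobin had a median log2 ratio of 0.02 between replicates 2 and 1 (9 of 15 higher in replicate 2). Single haemoglobin genes differed in opposite directions, with an FPKM of 6896 in replicate 1 and 1709 in replicate 2 for ba1l, and of 8462 and 12146 for hbba2. With si:ch211-5k11.8 included, which had 21958 and 13912, the share was 5.32 and 4.44%. The cause of these differences was not tested.

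Krt5 was higher at 6 dpa than at 0 dpa, chiefly through 6 dpa replicate 2. The epidermal genes other than keratins had a median log2 fold change of 1.38 between 6 and 0 dpa, against 3.85 for krt5, and 0.27 without 6 dpa replicate 2, so over the time points as a whole skin epithelium and a change of krt5 with time cannot be told apart. The krt5 level of 6 dpa replicate 2 is consistent with skin epithelium in that library (median log2 ratio 2.93 over replicate 1). For the smaller excess of krt5 in the other libraries, the share of the epithelium of 6 dpa replicate 2 that would be needed is 5.17% in 6 dpa replicate 1, 5.29% in 9 dpa replicate 1 and 2.45% in 9 dpa replicate 2. Over 8 other epithelial genes, the median of the observed over the needed excess was 0.554, 0.192 and -0.123 in these libraries, where 1 would be enough and 0 none. The excess that these shares give is near the lowest FPKM values, which keeps the question open.

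Several genes named for their changes from 0 dpa are genes of the circadian clock, such as nr1d1, nfil3-2 and nfil3-5. Among clock genes not noticed before, those that peak in the evening had a median log2 fold change of 0.85 between 6 and 0 dpa (6 of 9 higher), and those that peak in the day -1.49 (14 of 15 lower). The difference between the arms was 2.34, and 0 of 10000 pairs of random lists gave as large a difference. Between 9 and 0 dpa it was 2.69, also with 0 of 10000. Npas2, nfil3-6 and rorab of the evening arm did not rise. These values are consistent with collection of the 0 dpa tissue at another time of day, a difference that would fall together with the time point for all genes. The paper's text does not give the hour of collection. A response of clock genes to the amputation itself stays open, since each time point has a single condition. The 7 clock genes noticed first had a median log2 fold change of 1.95 and were not part of the test.

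Smooth muscle genes of the outflow tract, a list chosen after the first results were seen, had a median log2 fold change of -0.28 between 6 and 0 dpa (3 of 8 higher) and 0.10 between 9 and 0 dpa (5 of 8), with no common direction. Of the thyroid genes, only 1 was in the fit, and the list was not tested. Tg had an FPKM of 13.37 and 13.46 at 0 dpa, 0.136 and 0.209 at 6 dpa, and 2.47 and 0.178 at 9 dpa. Nkx2.4b, pax2a, slc5a5 and tshr were at most 0.911 in every library. Whether the 0 dpa tissue held thyroid was not tested, and such a difference would fall together with the time point. Hsp70.2, hsp70.3 and hsp70l had between 12.03 and 25.7 at 0 dpa, against 0.365 to 1.89 at 6 and 9 dpa, for untested reasons.

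Among FPKM values under 0.3, ratios between libraries fell on common steps for the first replicates. In the 3 pairs of replicate 1 libraries, between 16.9 and 24.9% of the log2 ratios lay in a single window of 0.05. In the 3 pairs of replicate 2 libraries it was between 4.93 and 7.66%, and in the 9 mixed pairs between 4.34 and 6.33%. The cause was not tested.

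In the paper's Table 3, H3K9me3 at 0 dpa has the lowest share of read pairs aligned concordantly, 45.1% against 70.9% at 6 dpa and 76.8% at 9 dpa, summed from the paper's percentages. In the paper's FastQC reports, over-represented sequences matched to adapters or primers make up 23.7, 7.91 and 0.352% of the first reads. With these reads taken out of the input, the concordant share would be 59.2, 77.0 and 77.1%. In this calculation they would account for the difference between 6 and 9 dpa but not for the whole of that at 0 dpa. Rarer adapter sequences are not counted this way, so adapter as the source of the rest at 0 dpa is not excluded. There were no replicates, and no biological explanation was tested.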
